A study of Saccharomyces cerevisiae with 12 samples.

How the data were processed

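The series holds RNA sequencing of 12 libraries of budding yeast, Saccharomyces cerevisiae. They cover 6 genotypes at 2 temperatures, 25 °C and 37 °C, with 1 library per genotype and temperature. Per the labels, total RNA was extracted with hot phenol, treated with DNase I, depleted of ribosomal RNA and made into libraries with an Illumina TruSeq kit. The growth protocol in the labels gives 25 °C for each culture, and the 37 °C libraries are marked only in the temperature field, so the length of the shift is unknown.

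The authors deposited 1 table of splice forms for the whole series, limited by its name to forms outside the annotation. Annotated introns are therefore absent by construction, and usage relative to annotated splicing could not be computed. The table has a chromosome, a start, an end, a host gene, a p-value and a column of counts per library for each form. Per the file headers, the library columns are counts, and their whole numbers and unequal totals fit raw read counts that were not scaled. The aligner, its version, the mapping filters, the genome build, the annotation and the counting rule are stated in no label or header. The deposited p-value is a single number per form, with no library attached, and neither the labels nor the header says what it tests. It appears to follow the splice sequence rather than the reads. The 92 forms with the most common value under 0.05 all begin with GTATGT, hold TACTAAC and end with AAG, in 67 hosts and with 0 to 2707 reads. The 43 forms with a value of 0 all begin with GTATGT, hold TACTAAC and end with TAG. Groups of 61 and 32 forms with other common values share GTATGT and TACTAAC too, but each group has 6 different endings. Only the 5 most common of 343 values under 0.05 were examined, with 272 forms. This pattern was found after the data were seen. The value was used to split the table, at 0.05, into forms with a lower value, called low-p forms here, and other forms. A limit of 0.01 was an alternative, and forms under 1 served for the check of the build. Each library column matched the title of exactly 1 sample, and 0 columns were left without a sample.

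The total number of reads sequenced per library is unknown. The sum of a column counts only reads on listed forms and is not the depth of the library. Shares of reads within a library are given with Wilson 95% confidence intervals. These intervals cover counting error only, because polymerase chain reaction (PCR) reads without molecular identifiers are not independent molecules.

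Coordinates are given as in the table, counted from 1, from the first to the last skipped base. The build was checked against the R64 reference sequence: of 1112 forms with a deposited p-value under 1, 729 had GT and AG at their ends when read without a shift. At any other shift of up to 40 nt in either direction, at most 6 forms of a chromosome did so. R64 was used for all sequences and for annotation, which held 281 introns in 271 of 6008 coding genes. Host genes of 6101 of the 6195 forms matched the annotation by systematic name or symbol, and 29 forms had no host. A form was classed by whether its ends coincide with annotated splice sites of any coding gene. GT-AG ends were accepted on either strand. TACTAAC, the consensus around the branch point of yeast introns, was searched for within the skipped sequence, on the strand of the GT-AG ends or else of the host. Untranslated regions were not used.

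Forms were compared between libraries with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited. The model held the SET1 and SET2 status, the prp43 status and the temperature, for all 12 libraries. Forms were kept with filterByExpr, libraries were scaled with TMM factors on the column totals, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Since no genotype was sequenced more than once at a temperature, the spread comes from the residual of this model, interactions included. The model has no term for the strain, so both libraries of a strain count as independent in the contrasts for prp43-1 and the deletions. Standard errors of fold changes were taken from the test statistic as the absolute log2 fold change over the square root of F, and are approximate. Values given as CPM are the counts scaled by edgeR with these totals and factors. DESeq2 1.42.0 was an alternative.

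Summaries per library were compared in pairs of libraries that differ in 1 factor, with exact two-sided sign-flip permutation tests on log2 differences. There are 6 such pairs for temperature and for prp43-1, 4 for each of the set1 and set2 deletions, and 3 differences of differences for the interaction of prp43-1 with temperature. The smallest possible p is 0.03125 with 6 pairs, 0.125 with 4 and 0.25 with 3. Pairs for prp43-1 and for the deletions hold the same strains at both temperatures, so they are not independent, although the test treats them so. A pseudocount of 1 read was added to summed reads. Classes of forms were compared with permutation tests of 100000 resamples and with Fisher's exact test, both two-sided. These used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

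The comparisons of summed reads, the edgeR model, the kinds of test for classes and ribosomal protein hosts, and their alternatives were choices made before the data were examined. The table gives no classes, so which classes were compared was settled after the data were seen, and trial edgeR fits were run before the final scripts were written. The low-p set, the share of reads on low-p forms and the number of distinct low-p forms at equal reads were chosen after the data were seen, because the summed reads turned out to be set mostly by 1 noncoding RNA. The share sets reads on low-p forms against reads on the other forms with coding hosts. For distinct forms, each library was rarefied to 414 low-p reads, the number in the smallest library, by the hypergeometric formula. Each of these 3 families holds 5 tests, and adjustment was done within a family. With so few pairs, no test of these families could pass an adjusted threshold of 0.05, whatever the values.

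The forms named for temperature and for prp43-1 were picked by a rule: the 5 with the largest absolute log2 fold change among those with an adjusted p under 0.05 that changed the same way in each of the 6 pairs. SET1, SET2 and PRP43 were to be named as well. Other forms named in the text were chosen after their values were seen. Genes of the RPL, RPS and RPP families were taken as ribosomal protein genes by their symbols. Lists of 4 alpha-specific and 8 a-specific genes of the yeast mating types were written from general knowledge after reads on alpha-factor forms had been seen.

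The edgeR steps were tested on simulated counts drawn for the real forms, with 200 of them raised or lowered by 2 on the log2 scale. Of 455 forms tested, 192 were changed, and 184 of those were recovered (95.8%), with 5 false calls. With no form changed, 0 of 454 forms tested were called. The sign-flip test and the rarefaction formula were tested on inputs with known answers as well.

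Alternatives were no filter beyond 1 read, no TMM factors, DESeq2, a model with the interaction, a smaller pseudocount of 0.5, a minimum of 10 reads, removal of the 10 forms with the most reads, and removal of each pair or genotype in turn. Alternatives on low-p forms, coding hosts and the make-up of the share were added after the data were seen.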

Results

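Reads across splice forms were counted in 12 libraries of rRNA-depleted RNA from the haploid laboratory strain BY4741 and derivatives. The 6 genotypes were wild type, a deletion of SET1, a deletion of SET2, the prp43-1 allele, and each deletion combined with prp43-1. Set1 and Set2 are methyltransferases that act on different lysines of histone H3, and Prp43 is an RNA helicase that takes apart spliceosomes after splicing or when they stall. Each genotype was sequenced at 25 °C and at 37 °C, with 1 library per condition, so no single library has a replicate check. The design asks how temperature, the helicase and the chromatin modifiers change which splice forms appear across the genome.

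The table listed 6195 splice forms at 6160 distinct positions, in 1937 host genes. By its name, the deposited table is limited to forms outside the annotation, and no listed form coincided with an annotated intron. A total of 879 forms had no read in the 12 libraries, and 1440 had at least 10 reads. The deposited p-value was exactly 1 for 5083 forms and under 0.05 for 944 forms in 408 hosts. These 944 low-p forms carried 12255 of the 3455374 reads in the table (0.355%). They were longer than the rest, with a median of 220 nt skipped (quartiles 110 and 396 nt), against 63 nt for the other 5251 forms (quartiles 28 and 154.5 nt) and 141 nt for annotated introns. No low-p form was under 50 nt, whereas 2263 other forms were, 861 of them 20 nt or shorter. The deposited p-value may thus leave out short forms, so the difference in length may be built into the selection.

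**Figure D1:**
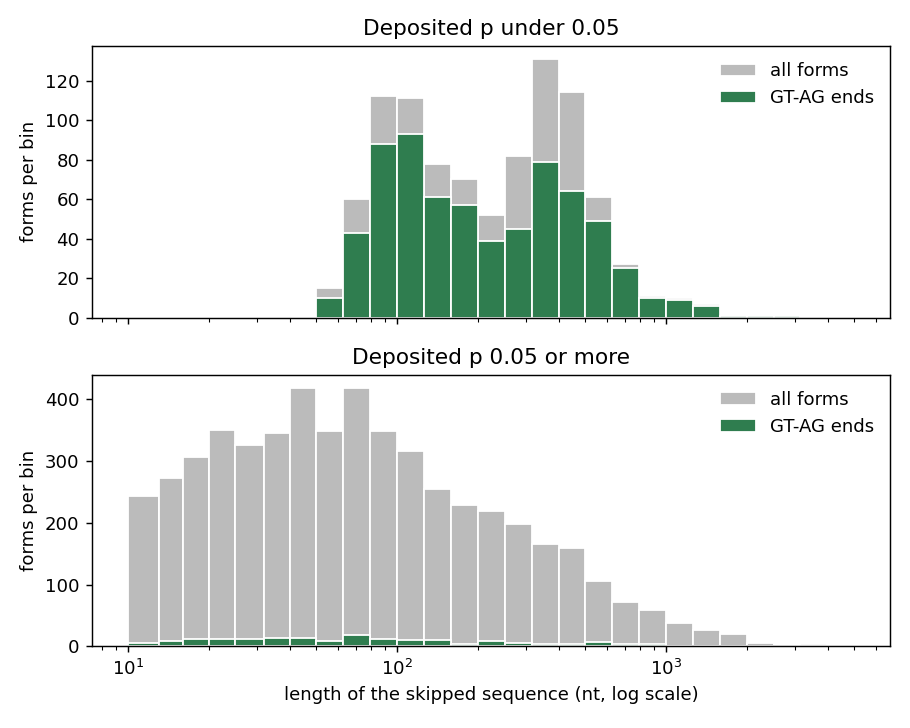
Number of splice forms per bin of skipped length in nt, on a log scale, for the 944 forms with a deposited p-value under 0.05 (top) and the 5251 other forms (bottom). Grey bars count all forms and green bars those with GT-AG ends, which make up 72.1% of the upper set and 3.28% of the lower.

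GT-AG ends were present in 681 of 944 low-p forms (72.1%, 95% CI 69.2 to 74.9%) and in 172 of 5251 other forms (3.28%, 95% CI 2.83 to 3.79%). The branch-point consensus TACTAAC lay in 641 low-p forms (67.9%) and 188 other forms (3.58%). The selection by the deposited p-value may by itself produce these differences, because that value appears to follow the splice sequence. The 92 forms with its most common value under 0.05 all begin with GTATGT, hold TACTAAC and end with AAG, with 0 to 2707 reads. The 5 most common values, with 272 forms, all go with GTATGT and TACTAAC, and the other values were not examined. The differences are therefore a description of the low-p set and not a test of it. Of the low-p forms, 508 used an annotated 5′ splice site, 109 an annotated 3′ splice site and 8 both. A further 290 lay in genes without an annotated intron and 23 had no annotated site in an intron-containing gene. The 508 forms at annotated 5′ sites had GT-AG ends less often (325 forms) than the 290 in intronless genes (246 forms, 84.8%), a difference of -20.9 points (Fisher's exact test, p = 1.35e-10, adjusted p = 2.02e-10 over 3 tests). This difference shrank to -5.01 points among forms with at least 10 reads (exact p = 0.727). Against forms at annotated 3′ sites (81 of 109, 74.3%) the difference was -10.3 points (exact p = 0.0450, adjusted p = 0.0450), and -1.60 points among forms with at least 10 reads. The same selection limits both comparisons, because the low-p set itself appears to be selected by sequence.

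Low-p forms had fewer reads per form than the others, with a median of 1 against 2 in all libraries together (permutation test, p = 0.00026, adjusted p = 0.00078 over 3 tests). With at least 10 reads the medians were 21.5 and 38.5, a difference of -17. As mean log2 values the difference was -0.95 (permutation p = 1e-05, the smallest the resamples can give). Forms at annotated 5′ sites and forms in intronless genes differed by 1 read in the median (permutation p = 0.260), and this sign changed to -8 with at least 10 reads. Medians for annotated 5′ and 3′ sites were equal, at 2 reads (permutation p = 1). Forms are not independent replicates in these tests. In intron-containing genes, 315 of 535 forms in ribosomal protein genes were low-p forms (58.9%), against 332 of 489 in other genes (67.9%), a difference of -9.02 points (Fisher's exact test, p = 0.00288). Counted once per gene, over all 271 intron-containing genes, 79 of 89 ribosomal protein genes (88.8%) and 126 of 182 others (69.2%) had any low-p form, a difference of 19.5 points (exact p = 0.000456). This counts 47 genes without a listed form, and among genes with one the shares were 79 of 86 (91.9%) and 126 of 138 (91.3%), a difference of 0.556 points (exact p = 1).

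The 10 low-p forms with the most reads held 7501 of the 12255 low-p reads (61.2%). The most-read form lay in ECM33 (YBR078W) on chromosome II from 393181 to 393507, a 327-nt skip from an annotated 5′ site, with 2707 reads. It was followed by forms in RPS22B (1039 reads), APE2 (1031), RPS25A (857) and RPS10B (744). These were chosen after their values were seen. Of 656 low-p forms with reads, 116 were seen in wild type at 25 °C, 279 in wild type at 37 °C and 65 in both. Another 279 of the 656 were seen in 1 library only, and 16 in all 12.

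Column totals at 25 °C were 402886 reads in wild type, 223996 in set1Δ, 275089 in set2Δ, 217771 in prp43-1, 353488 in set1Δ prp43-1 and 274710 in set2Δ prp43-1. At 37 °C they were 214055, 367858, 235458, 282044, 290556 and 317463 reads in the same order. Forms of SCR1, the RNA of the signal recognition particle, took 81.7% of all reads in the table, and between 74.5% (wild type, 37 °C) and 87.5% (wild type, 25 °C) of a library. A library showed between 1478 forms (prp43-1, 25 °C) and 2204 forms (prp43-1, 37 °C) with at least 1 read, and 1527 in wild type at 25 °C. With at least 3 reads required, the range was 712 to 1012 forms.

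The genes altered in the strains could not serve as a check of the labels. SET1 had 2 forms with 2 reads in all, both reads in prp43-1 at 37 °C, SET2 had 0 forms, and PRP43 had 1 form with 2 reads. The labels give the a mating type for all genotypes. Reads on forms of 4 alpha-specific genes were found at both temperatures in set1Δ (61 at 25 °C and 16 at 37 °C), set2Δ (38 and 2) and set2Δ prp43-1 (99 and 15), and 0 reads in the other 6 libraries. Reads on a-specific genes were found in wild type (5 and 9), prp43-1 (2 and 3) and set1Δ prp43-1 (4 and 10), and 0 in the rest. This difference coincides with the set2 contrast in every pair and with the set1 contrast in the pairs without prp43-1. It also separates set1Δ from set1Δ prp43-1, and it does not differ between the temperatures of a genotype.

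Reads summed over all forms did not differ between temperatures by more than the spread between pairs, with a mean log2 difference of -0.02 ± 0.58 (SD, n = 6 pairs; exact sign-flip permutation test, p = 0.9375; higher in 3 of 6 pairs). Of the alternatives, the sum over low-p forms alone moved this value most, to -0.50. The mean difference was 0.04 ± 0.58 for prp43-1 (SD, n = 6 pairs; exact p = 0.875) and changed sign with low-p forms alone, to -0.89 (exact p = 0.0625). It was 0.17 ± 0.75 for the set1 deletion (SD, n = 4 pairs; exact p = 0.875) and 0.02 ± 0.39 for the set2 deletion (SD, n = 4 pairs; exact p = 1). The interaction of prp43-1 with temperature was 0.24 ± 1.15 (SD, n = 3; exact p = 0.75, at least 0.25 possible) and -0.98 with low-p forms alone. All 5 adjusted p-values of these sums were 1 (exact tests). These sums follow column totals, which are set by SCR1 and by an unknown depth.

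Relative to the reads on other forms in coding hosts, low-p reads were fewer in prp43-1. The share of low-p reads at 25 °C was 3.52% in wild type (95% CI 3.32 to 3.72%), 3.77% in set1Δ (3.58 to 3.98%) and 3.77% in set2Δ (3.58 to 3.97%). With prp43-1 it was 2.34% (2.18 to 2.52%), 2.44% (2.31 to 2.57%) and 2.34% (2.20 to 2.50%). At 37 °C the share was 4.04% in wild type (3.86 to 4.23%), 2.45% in set1Δ (2.30 to 2.61%) and 3.94% in set2Δ (3.73 to 4.17%). With prp43-1 at 37 °C it was 1.58% (1.44 to 1.74%), 1.73% (1.60 to 1.88%) and 1.87% (1.71 to 2.05%). The mean log2 difference for temperature was -0.30 ± 0.35 (SD, n = 6 pairs; exact test, adjusted p = 0.313; lower in 4 of 6). It changed sign when the 10 low-p forms with the most reads were left out, to 0.63 (exact p = 0.0625). For prp43-1 the mean difference was -0.83 ± 0.34 (SD, n = 6 pairs), lower in 6 of 6 pairs, a ratio of 0.563. The exact p of 0.03125 is the smallest possible with 6 pairs. Adjusted over the 5 tests of this family it was 0.156, and no test of this family could pass the threshold with these numbers of pairs. The test treats the pairs as independent, but the same strains were paired at both temperatures, so this p may be too small. The set1 deletion gave -0.11 ± 0.42 (SD, n = 4 pairs; exact p = 1), with 1 of 4 pairs lower. That sign rests on the pair of wild type and set1Δ at 37 °C, without which the value was 0.10, and on the forms it is set against, with 0.0461 relative to noncoding hosts. The set2 deletion gave 0.08 ± 0.13 (SD, n = 4 pairs; exact p = 0.5), and -0.12 without the 10 most-read low-p forms. The interaction was -0.35 ± 0.47 (SD, n = 3; exact p = 0.5), with -0.84 without the 10 most-read low-p forms and -1.35 relative to noncoding hosts.

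**Figure D2:**
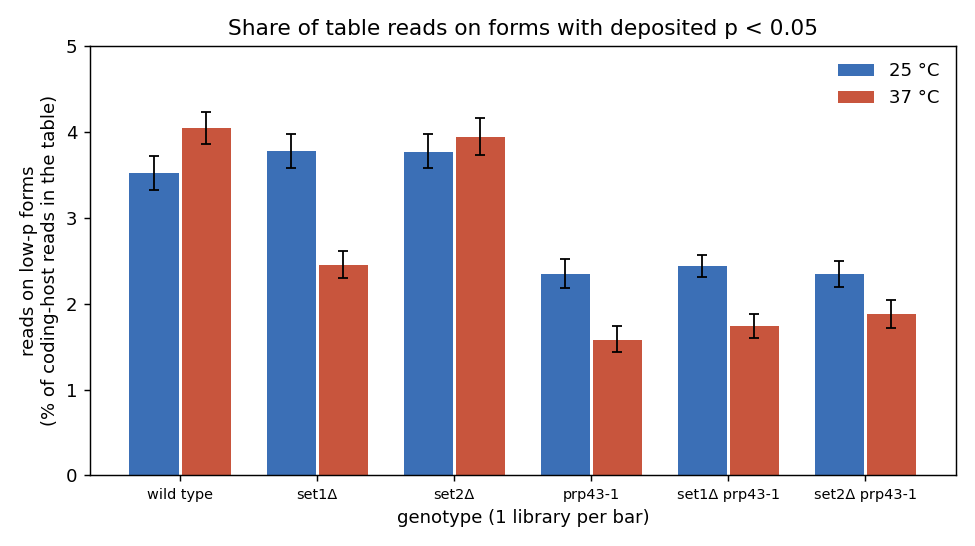
Reads on forms with a deposited p-value under 0.05, as a percentage of all reads on these forms and on other forms with coding hosts, per library (vertical axis, percent) and genotype (horizontal axis) at 25 °C (blue) and 37 °C (red). Each bar is 1 library and error bars are Wilson 95% intervals of counting error. The 6 prp43-1 libraries lie between 1.58% and 2.44%, and the 6 others between 2.45% and 4.04%.

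Rarefied to 414 low-p reads, more distinct low-p forms were seen at 37 °C than at 25 °C in each genotype. The numbers were 70.3 and 135 forms in wild type, 85.5 and 110 in set1Δ, 74.9 and 133 in set2Δ, 96.1 and 116 in prp43-1, 90.5 and 120 in set1Δ prp43-1, and 88.2 and 125 in set2Δ prp43-1. The mean log2 difference was 0.55 ± 0.27 (SD, n = 6 pairs; exact p = 0.03125, the smallest possible; adjusted p = 0.156), a ratio of 1.46, higher in 6 of 6 pairs. Without the 10 low-p forms with the most reads, and rarefied to 214 reads, it was 0.03 (exact p = 0.719). The difference was 0.10 ± 0.24 for prp43-1 (SD, n = 6 pairs; exact p = 0.375), -0.02 ± 0.24 for the set1 deletion (SD, n = 4 pairs; exact p = 0.875) and 0.01 ± 0.11 for the set2 deletion (SD, n = 4 pairs; exact p = 1). The signs for both deletions depended on the alternative, from -0.11 to 0.10 for set1 and from -0.0191 to 0.17 for set2. The interaction was -0.32 ± 0.36 (SD, n = 3; exact p = 0.5).

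Of 451 forms that passed the filter, 16 were low-p forms and 197 had noncoding hosts, and the biological coefficient of variation was 33.6%. With temperature, 36 forms changed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 27 higher and 9 lower at 37 °C. An unadjusted p under 0.05 was reached by 106. The count depended on the scaling and on single genotypes: it was 3 without TMM factors, 2 without set2Δ and 60 without wild type. The excess of higher forms was lost without wild type (29 higher and 31 lower) and without set2Δ (1 and 1). In the other fits without 1 genotype, more forms were higher than lower. Of the 36 forms, 32 had a deposited p-value of exactly 1, and 18 lay in SED1 and 6 in HSP150, genes of cell wall proteins whose tested forms all rose (59 of 59 and 19 of 19). The 4 low-p forms among them were 1 higher and 3 lower at 37 °C. Fitted alone, 6 low-p forms were called, 4 higher and 2 lower, of which 3 were shared.

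By the naming rule, the largest change was a 98-nt form in the second exon of RPL30 (YGL030W), chromosome VII from 439382 to 439479, with GT-AG ends. It had 1 read in the 6 libraries at 25 °C and 116 at 37 °C, at least 7.17-fold higher. The fitted log2 fold change, which depends on the prior count, was 6.16 (SE 0.67, adjusted p = 5.87e-05). The 37 °C reads were 48 in wild type, 35 in set1Δ and 26 in set2Δ, and 3, 2 and 2 in the prp43-1 strains. A 308-nt form upstream of the coding sequence of RPS25A (YGR027C), chromosome VII from 534474 to 534781, fell by 2.48 (log2; SE 0.26, adjusted p = 5.87e-05), from 741 to 116 reads. It starts with GTATCT, ends with TAG and holds TACTAAC with the branch adenosine 32 nt from the end. A 69-nt form in RPS22B (YLR367W), chromosome XII from 856989 to 857057, fell by 2.05 (SE 0.39, adjusted p = 0.0155). It ends at the annotated 3′ splice site of the intron from 856575 to 857057 and begins downstream of the small nucleolar RNA SNR44, which that intron contains from 856710 to 856920. A 234-nt form in HSP150 (YJL159W), chromosome X from 121271 to 121504, rose by 2.02 (SE 0.50, adjusted p = 0.0284), and a 57-nt form in SED1 (YDR077W), chromosome IV from 600955 to 601011, by 1.94 (SE 0.46, adjusted p = 0.0257). Neither has GT-AG ends, and both have a deposited p-value of 1. Assignments of reads in RPS25A, RPS22B and RPL7A are uncertain, because each has a close paralog and the authors' mapping rule is not stated.

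In prp43-1, 18 forms changed (edgeR, adjusted p under 0.05), 9 higher and 9 lower, and 76 at an unadjusted p under 0.05. The count was 7 without set2Δ, 31 without set1Δ and 38 with DESeq2. Since the model has no term for the strain, other differences between the strains can be called here as well. Both temperatures of a strain count as independent, so the adjusted p-values for prp43-1 may be too small. Of the 18, 13 had a deposited p-value of 1 and 5 were low-p forms, 1 higher and 4 lower. Fitted alone, 8 low-p forms were called, 5 higher and 3 lower, of which 4 were shared. The 98-nt RPL30 form was among the lower ones, with a log2 fold change of -3.76 (SE 0.56, adjusted p = 0.000849). It is outside the naming rule, since it did not change the same way in all 6 pairs, and was chosen after its values were seen. By host, 4 lay in SCR1, 3 in the small nucleolar RNA SNR30 and 3 in ENO2, an enolase gene. The 16 tested forms of ENO2 all fell, as did the 9 of PGK1, and the 9 of SNR30 all rose.

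A 96-nt form in RPL7A (YGL076C), chromosome VII from 365337 to 365432, had 1 read in the 6 PRP43 libraries and 73 in the 6 prp43-1 libraries, at least 4.16-fold higher (fitted log2 fold change 5.49, SE 0.71, adjusted p = 0.000484). It starts at the annotated 5′ splice site of the intron from 364965 to 365432 and ends before the small nucleolar RNA SNR39 within it (365163 to 365251, gene on the minus strand). A 20-nt gap in HIS3 (YOR202W), chromosome XV from 722312 to 722331, rose by 5.28 (SE 0.66, adjusted p = 0.000484). It had 265 reads in the prp43-1 libraries and 6 in the others, all 6 in set1Δ at 37 °C, and its log2 fold change ranged from 4.50 to 8.62 over the alternatives, the highest without set1Δ. This is so although the labels give the his3Δ1 allele for every strain. In RPS22B, a 550-nt form upstream of the coding sequence, from 855878 to 856427, fell by 5.05 (SE 0.75, adjusted p = 0.000849), from 232 to 7 reads. The 69-nt form at the 3′ site of RPS22B fell by 2.65 (SE 0.40, adjusted p = 0.000849), from 828 to 211 reads. A 66-nt form in ATG44 (YIL156W-B), chromosome IX from 47699 to 47764, fell by 2.40 (SE 0.61, adjusted p = 0.0397). It shares the 5′ site of the annotated intron from 47699 to 47760 and missed the threshold in 7 of 11 alternatives.

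**Figure D3:**
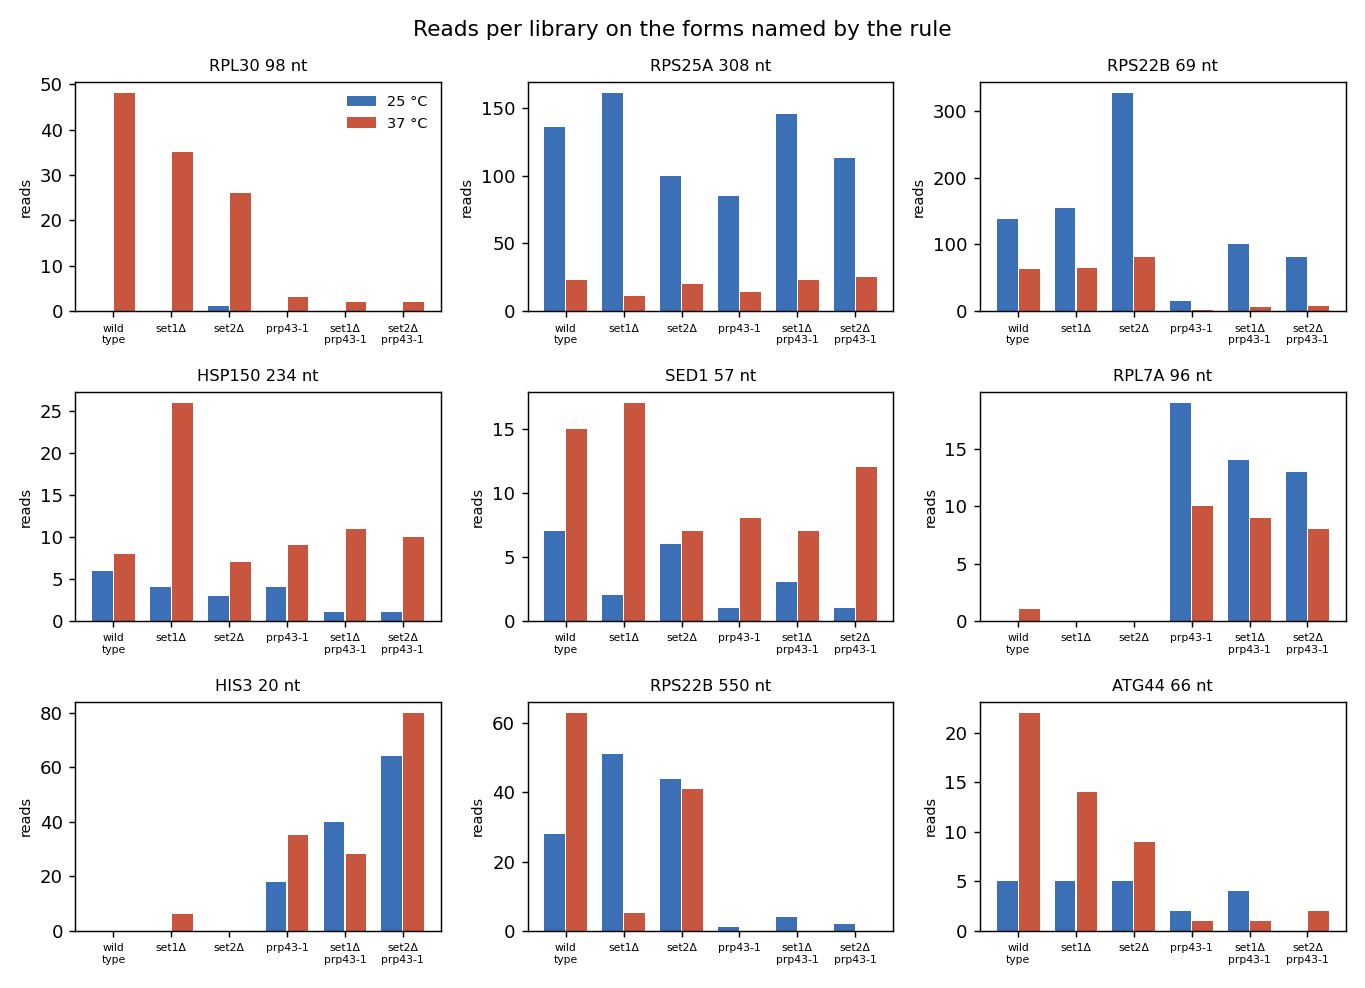
Reads per library (vertical axes) on the 9 forms named by the rule, by genotype (horizontal axes) at 25 °C (blue) and 37 °C (red), not scaled. The RPL30 form has at most 1 read in any library at 25 °C, and the RPL7A form at most 1 read in any library without prp43-1.

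**Figure D4:**
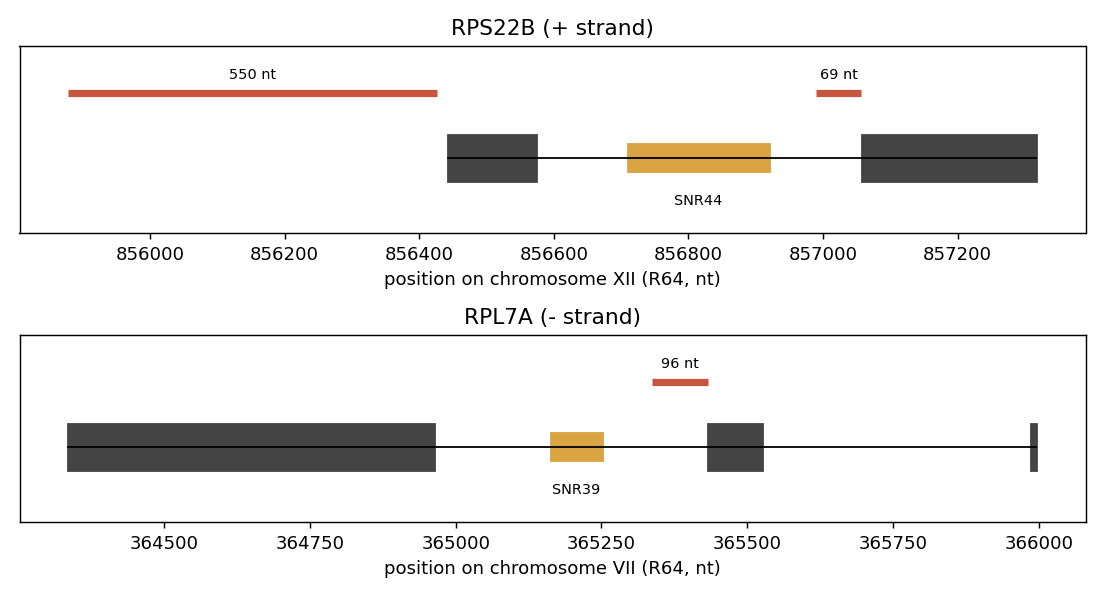
Positions of the named forms in RPS22B (chromosome XII, plus strand) and RPL7A (chromosome VII, minus strand) on R64 coordinates in nt. Red bars are the skipped sequences, dark boxes coding exons, lines introns and yellow boxes the small nucleolar RNAs SNR44 and SNR39. The 69-nt and the 96-nt forms each lie between the small nucleolar RNA and an exon.

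For the set1 deletion 0 of 451 forms passed the adjusted threshold (edgeR), and 15 had an unadjusted p under 0.05. For the set2 deletion 0 passed and 17 had an unadjusted p under 0.05. These are 3.33% and 3.77% of the tested forms, and single alternatives called at most 1 form for set1 and 3 for set2. In a model with the interaction of prp43-1 and temperature, 0 of 513 forms had an interaction past the adjusted threshold, 54 had an unadjusted p under 0.05, and the lowest adjusted p was 0.176 (edgeR). Whether the effect of prp43-1 on a form differs between temperatures was therefore not detectable with this model. It has no term for the strain that both temperatures of a genotype share, and a model with such a term was not run.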

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

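All tests in this part were chosen only after the result was seen; for RPS25A, HSP150 and the last 2 tests of set1Δ at 37 °C the reading was written down before the test was run, but a limit for the other HSP150 forms was reset after their value was known and is not relied on. For each set of 6 libraries at a temperature, or each set of pairs, the gap from the highest or lowest value to the next was divided by the range. Of 42 such sets, 6 stood out at the 95% level, where 2.1 would be expected for normal values. The HAC1 form among them was chosen after its values were seen, and the RPL30 set rests on 1 read. The 6 sets are therefore no test of an excess of outliers. The direction of 24 effects was also compared between the first 3 and the last 3 pairs, and none had all of the former opposite to all of the latter.

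A form of HAC1, chromosome VI from 75864 to 76115, reached 1541 CPM in set2Δ prp43-1 at 25 °C, where the other 5 libraries lay between 127 and 231 CPM. At 37 °C the same genotype reached 5191 CPM, against 66.1 to 270 CPM in the others. In reads, these were 473 and 1640, with 17 to 69 in each of the other 10 libraries. The form has the length of the annotated HAC1 intron (75840 to 76091) and is shifted by 24 nt. More HAC1 transcript would raise the other 15 HAC1 forms as well, but their mean CPM in the 2 libraries was 0.515 of that in the other 10, while the ratio for the form itself was 23.3. A shift along a repeat would need the same bases at both ends, and 5 of the 24 bases were the same. The bases argue against a shift along a repeat. The other forms cannot settle the amount of transcript, because 3 of the 4 tested HAC1 forms fell in prp43-1. One of these, from 75897 to 75964, fell by 1.32 (log2) and lies within the annotated intron, so it need not follow the transcript. More HAC1 transcript therefore stays open. HAC1 is spliced by a tRNA-type pathway when protein folding fails, so stronger HAC1 splicing in this genotype may be the source, but no other marker of that response was tested. A mutation carried by this single strain stays open too, as does the way the authors' mapping placed the ends.

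The RPS25A form, named for its fall at 37 °C, had 603 CPM in set1Δ at 25 °C and 360 to 392 CPM in the other 5 libraries at 25 °C. Library scaling could produce this gap: set against reads on coding hosts, the same library was still highest, but the gap was 0.209 of the range, which no longer stood out. A biological effect of the set1 deletion was not tested apart from this, and 1 library cannot decide it.

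The 234-nt HSP150 form had 82.2 CPM in set1Δ at 37 °C, from 26 reads, against 28.9 to 41.1 CPM in the other 5 libraries at 37 °C. Set against reads on coding hosts, the gap was 0.562 of the range and did not stand out, so library scaling is a candidate explanation for part of it. The other 79 HSP150 forms were higher by a ratio of 1.196 in this library, and the form itself by 2.35. With 1 library and no spread for either ratio, more HSP150 transcript cannot be told apart from a change of the form. An effect of the deletion on this form stays open and untested.

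The RPL30 form had 3.63 CPM in set2Δ at 25 °C and 0 in the other 5 libraries at 25 °C. That value is 1 read, and counting of few reads is enough to produce it. No biological explanation was tested.

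In the share of low-p reads, the pair of wild type and set1Δ at 37 °C had a log2 difference of -0.74, while the other 3 pairs of the set1 deletion lay between 0.06 and 0.13. A swap of this library with a prp43-1 library is argued against by the 69-nt RPS22B form, which had 65 reads here, 1 to 8 in the prp43-1 libraries at 37 °C and 63 to 81 in the other PRP43 libraries at 37 °C. The RPL7A form also had 0 reads here and 8 to 10 in those prp43-1 libraries. The 550-nt RPS22B form points the other way, with 5 reads here, 0 in the prp43-1 libraries at 37 °C and 41 to 63 in the other PRP43 libraries. A full swap is therefore unlikely, but a partial mixture with prp43-1 material was not tested. Without the 10 low-p forms with the most reads the pair stayed lowest, at -0.96, with the others between -0.29 and 0.27. Relative to forms in noncoding hosts it was -1.79, with the others between 0.32 and 1.18. Neither setting brought it among the others, but 4 pairs with 1 library each are too few to exclude that few forms or the reads it is set against are responsible, and these cannot be told apart from an effect of the deletion at 37 °C. The same library also had 6 reads on the HIS3 gap and is one of those with alpha-specific reads, so the strain itself may differ from wild type in more than SET1.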

How the results depend on the processing

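Alternatives on low-p forms, coding hosts, the make-up of the share and genes with a listed form were chosen after seeing the data; the others were not. Of all alternatives, 224 kept the direction and side of the threshold or stayed within the spread, 39 lost significance, 1 gained it, 33 changed sign and 38 moved by more than the spread or 1.5 times.

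For the summed reads, no alternative passed the threshold, and the signs near 0 changed often. The prp43-1 value became -0.00684 without the 10 forms with the most reads, -0.89 with low-p forms alone and -0.0899 with coding hosts. The interaction became -0.98 and -0.64 with the last 2 settings. Leaving out 1 pair at a time gave -0.17 to 0.16 for temperature, -0.0802 to 0.23 for prp43-1, -0.0351 to 0.51 for the set1 deletion, -0.0808 to 0.21 for the set2 deletion and -0.28 to 0.86 for the interaction. The sign depended on the pair left out in each of these 5, and the cause was not tested. The median over forms was 0 in each library and gave no value, and pseudocounts for normalized values were not run, since the table holds counts.

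For the share of low-p reads, the temperature value became 0.63 without the 10 low-p forms with the most reads. Its direction thus depends on those forms. The prp43-1 value stayed negative in all alternatives, but its exact p rose to 0.0625 relative to noncoding hosts (-0.96) and with other forms of 50 nt or more (-0.70). Leaving out 1 pair gave -0.89 to -0.72, where 5 pairs cannot reach a p under 0.0625. The set1 value became 0.0461 relative to noncoding hosts and 0.0624 with other forms of 50 nt or more, and ranged from -0.19 to 0.10 with 1 pair left out, the highest without the 37 °C pair of wild type and set1Δ. The set2 value became -0.12 without the 10 most-read low-p forms, -0.00513 without the 10 most-read other forms and -0.0431 with other forms of 50 nt or more. The interaction kept its sign but ranged from -1.35 relative to noncoding hosts to -0.13 with 1 genotype background left out. The causes were not tested.

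For distinct low-p forms at equal reads, the temperature value fell to 0.0254 without the 10 most-read low-p forms (exact p = 0.719). The pairs then went both ways and were compared at 214 reads instead of 414, and the cause was not tested. It was 0.47 to 0.61 with 1 pair left out, where 5 pairs cannot reach the threshold. The set1 value became 0.10 without the 10 most-read forms and ranged from -0.11 to 0.0790 with 1 pair left out. The set2 value became -0.00879 for forms with at least 10 reads and ranged from -0.0191 to 0.0561.

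The 36 forms called with temperature (27 higher, 9 lower) became 14 without a filter (7 and 7; 8 shared), 3 without TMM factors (1 and 2; 3 shared), 58 with the interaction in the model (38 and 20; 36 shared), 56 with DESeq2 (34 and 22; 36 shared), 6 of the low-p forms alone (4 and 2; 3 shared) and 91 with coding hosts alone (50 and 41; 34 shared). Leaving out 1 genotype gave 2 (without set2Δ) to 60 forms (without wild type). Without TMM factors the median log2 fold change of tested forms was -0.17 for temperature and -0.10 for prp43-1, against -0.03 and -0.06 with them. The 18 forms called in prp43-1 (9 and 9) became 36 without a filter (15 shared), 28 with the interaction (17 shared), 38 with DESeq2 (18 shared) and 8 of the low-p forms alone (5 and 3; 4 shared). With coding hosts alone they were 14 (5 and 9). Leaving out 1 genotype gave 7 (without set2Δ) to 31 forms (without set1Δ). Without a filter 1 form was called for the set1 deletion and 3 for set2, and with 1 genotype left out 0 to 1 and 0 to 2. The causes were not tested, apart from the smaller sets of forms or libraries.

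The 12 libraries were also split 6 against 6 in 100 ways, the real one included. For temperature, 1 of the 100 splits gave 36 forms or more, the real one, and the largest other count was 1. For prp43-1 it was 1 of 100 as well, and the largest other count was 4. For the deletions, 29 of 35 splits gave at least as many forms at an unadjusted p under 0.05 as set1, and 20 of 35 as set2, so these counts are no larger than other splits give. The largest other counts were 68 and 58. Splits that partly follow temperature or prp43-1 may carry those effects and are then no reference without effects. Other splits may also leave the real effect in the residual, which would lower their counts. The real temperature split has 1 library of each genotype on each side, and the other splits need not be balanced in this way. The same holds for the balance of the real prp43-1 split over temperature and the deletions. No conclusion on temperature, prp43-1 or the deletions is therefore drawn from these splits. All 4 tests of splits were chosen after the counts were seen.

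For the named forms, 94 of 116 alternative fits kept the call, 22 lost it and 0 changed direction. ATG44 lost it in 7 of 11 fits (adjusted p 0.0119 to 0.327 over the fits), HSP150 in 7 of 11 (0.0113 to 0.119), SED1 in 6 of 11 (0.0116 to 0.0884) and the 69-nt RPS22B form for temperature in 2 of 12. The others kept it in each fit, with the widest range of log2 fold changes for HIS3 (4.50 to 8.62).

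The catalogue of 6195 forms became 1440 with at least 10 reads, 853 with GT-AG ends and 944 with a deposited p-value under 0.05. With at least 3 reads, the forms seen at 25 and 37 °C were 835 and 957 in wild type, 836 and 947 in set1Δ, 810 and 823 in set2Δ, 712 and 747 in prp43-1, 1012 and 758 in set1Δ prp43-1, and 819 and 733 in set2Δ prp43-1. Forms at annotated 5′ sites against those in intronless genes changed from 1 read to -8 with at least 10 reads and passed the threshold as mean log2 values (0.50, permutation p = 7e-05). Their gap in GT-AG ends shrank to -5.01 points with at least 10 reads, and that against annotated 3′ sites to -1.60 points. For ribosomal protein hosts the sign changed to 19.5 points when each intron-containing gene counted once, and to 0.556 points when only genes with a listed form did, so most of the former lies in which genes are listed at all. Reads per low-p form, with a median of 1, limit what can be said about most single low-p forms. The low-p forms named by the rule had more, from 70 reads (ATG44) to 1039 (the 69-nt RPS22B form).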

Other observations

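Each test in this part was chosen only after the result was seen.

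In 6 libraries, reads lay on alpha-specific genes although the labels give the a mating type for all strains. The 231 alpha-specific reads came from MF(ALPHA)1 (213), MF(ALPHA)2 (12), SAG1 (5) and STE3 (1), so 4 of 4 genes of that list had reads. The 33 a-specific reads came from STE2 (10) and HMRA1 (23), 2 of the 8 genes of that list. Each of the 12 libraries had reads on exactly 1 of the lists, and 0 had reads on both. An admixture of cells of the other mating type is argued against, because 31.8 a-specific reads would be expected in the 6 libraries at the rate of the others, and 0 were found, which allows up to 3. Loss of SET1, releasing the silent mating-type loci, is argued against by the set1Δ prp43-1 libraries, which had 0 alpha-specific reads. Loss of SET2 is argued against as the whole cause by the set1Δ libraries, which keep SET2 and had 61 and 16 alpha-specific reads. Within the 4 libraries without SET2, all with such reads, it is confounded with the strain. The pattern is consistent with set1Δ, set2Δ and set2Δ prp43-1 strains of the alpha mating type, in 12 of 12 libraries. If so, mating type is confounded with the set2 contrast and partly with the set1 contrast, and effects of the deletions cannot be separated from it here. It would also differ between set1Δ and set1Δ prp43-1 at both temperatures, so the prp43-1 contrast is partly confounded with it as well.

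The 20-nt HIS3 gap had reads in all 6 prp43-1 libraries (18 and 35 in prp43-1, 40 and 28 in set1Δ prp43-1, 64 and 80 in set2Δ prp43-1, at 25 and 37 °C). It had 6 reads in set1Δ at 37 °C and 0 in the other 5 libraries. Library size is argued against: at the rate of the prp43-1 libraries, 262 reads would be expected in the others, where 6 were found. The gap is too short for an intron and lacks GT-AG ends, so a HIS3 allele present in the prp43-1 strains and absent from the others is a candidate explanation. The other 3 HIS3 forms had 7 reads in the prp43-1 libraries and 3 in the rest, which is too few to decide. The 6 reads in set1Δ at 37 °C would need another source, which was not tested.

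Forms of SED1 and HSP150 with a deposited p-value of 1 made up most calls for temperature. Of the tested forms of these hosts that were not called, 54 of 54 rose at 37 °C, with a median log2 change of 0.76. At 37 °C, 26 of 26 forms of ENO2, PDC1 and CDC19 not called fell, with a median of -0.64. In prp43-1, all 13 ENO2 forms not called fell, with a median of -1.03, as did 8 of 8 of PGK1, and 6 of 6 of the noncoding SNR30 rose, with a median of 0.95. More or less host transcript may therefore be the source of these calls rather than a change of a junction, since the tested forms of each host moved together. How the forms are spread over a transcript was not tested. The abundance of these transcripts was not measured apart from the forms.

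For RPL30 with temperature, and for RPL7A and RPS22B in prp43-1, the host was compared too. The falls of the RPS25A and 69-nt RPS22B forms at 37 °C and of ATG44 in prp43-1 had no such comparison. Reads on the other RPL30 forms at 37 °C were 0.517 of those at 25 °C after scaling, so more RPL30 transcript is argued against as the cause of the 98-nt form. Reads on the other RPL7A forms in prp43-1 were 1.29 of those in the PRP43 libraries, far below the rise of the 96-nt form, at least 4.16-fold. A change in processing of these transcripts may be involved, as a hypothesis found and tested on the same data. Reads shared with the RPL7B paralog were not tested. For RPS22B the other forms had 6 reads in all libraries. Less transcript would lower both named forms alike, and the ratio of the 550-nt to the 69-nt form changed by -1.33 in prp43-1 (mean log2, lower in 5 of 6 pairs, exact p = 0.0625). With a pseudocount of 0.5 it was -1.83 (6 of 6 pairs, exact p = 0.03125). Since this depends on the pseudocount for libraries with 0 to 5 reads, lower host abundance stays open.

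The lower share of low-p reads in the prp43-1 libraries was tested against technical explanations. Without the 10 low-p forms with the most reads the mean log2 difference was -0.72, without ribosomal protein hosts it was -0.93, and without the 10 other forms with the most reads it was -0.73, each lower in 6 of 6 pairs (exact p = 0.03125 for each). A few forms with most of the reads, on either side of the share, or a lower level of ribosomal protein transcripts, are therefore argued against as the whole cause. Relative to noncoding hosts the difference was -0.96 and with other forms of 50 nt or more -0.70, each lower in 5 of 6 pairs (exact p = 0.0625 for each). A change spread over many of the other forms is therefore not excluded, and neither is an effect of prp43-1 on splicing. With 5 tests in its family and 6 pairs, no value could have passed the adjusted threshold.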
